A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

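Genomic DNA from the tail of 8 C57BL/6J/Nrs mice of 1 family was measured by array comparative genomic hybridization (array CGH), in which the DNA of a mouse and of a common male reference mouse, labelled with different dyes, compete for the same probes. Each mouse was measured on 2 arrays with the dyes swapped, which gave 16 arrays for the sire (20mGyWM), the dam (20mGyWF) and 6 F1 mice (20mGyW1 to 20mGyW6). Groups and dyes were taken from the labels. The title of the series names males exposed to gamma rays at 20 mGy per day for 400 days, whereas its design text calls the sire of this family non-irradiated. The study lists a mouse of this family in its irradiated group. With 1 family there is no comparison by exposure here.

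The authors scanned each array and extracted spot intensity with Agilent Feature Extraction, which subtracted background, removed spatial trends and normalized the dyes linearly. Per the file headers, the log10 ratio of each spot is red over green, and probe positions refer to the mm9 build. The deposited value table of the whole series holds log2 ratios of reference over mouse on every array, without further centring, and equalled the sign-turned scanner ratios within 5.0e-07. Each array had 973116 spots, of which 966371 were not controls. The value table covered 964482 of these.

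For each array the log10 ratio was turned into log2, the sign was set to mouse over reference, and the median of the autosomal probes was subtracted. Control spots and spots with an outlier flag were left out, and spots of the same probe were averaged. This left 950622 autosomal probes with a median spacing of 2053 bp, 68 probes on chromosome X and 23 on chromosome Y. No loess or quantile normalization was used. The 36 spots on unplaced sequence entered no comparison. The precision is limited by the number of arrays and by array noise, given in the report.

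The thresholds of the study's first array CGH were used as the main rule. A probe was positive when its log2 ratio passed 0.8 in both dye-swapped arrays in the same direction, or when it and an adjacent probe passed 0.5 in both arrays. A run of 2 or more adjacent positive probes was called type L, and runs separated by 1 non-positive probe were joined. A run of an F1 mouse was called de novo when none of its positive probes was positive in the same direction in the sire or the dam. The same count was made for each parent against the other 7 mice, and for all mice in 100 shuffled probe orders. Shares of mice have exact Clopper-Pearson 95% intervals. The study filtered its candidates with a further array and quantitative PCR, which are not used here.

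A hidden Markov segmentation with 3 states (1, 2 or 3 copies, at log2 -1, 0 and 0.58) was applied to the mean of both arrays of each mouse. Emissions followed a t distribution with 4 degrees of freedom, the probability of a change of state was 1e-06, and segments of 2 or more probes with a median past 0.5 were kept. This caller was planned before the data were examined as an alternative. Its settings, and the choice to describe its segments beside the main rule, were made after the threshold calls had been seen.

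Differences of single probes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the mean of both arrays of each mouse, first for 1 mouse against the other 7 and then for 6 F1 mice against 2 parents, with Benjamini-Hochberg adjustment and a threshold of 0.05. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and numba 0.67.0. The callers were tested on simulated data, with 200 losses of 2, 4, 8 or 16 probes put into the arrays of each mouse, and limma with 200 changed probes.

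Regions were named by a rule fixed at the same time: the 10 de novo type L runs with the most positive probes, then the largest mean log2 ratio, and the 10 merged regions with the most positive probes over the 8 mice outside these. Probes with the 5 smallest adjusted p per mouse were named where limma called any. Alternatives were normexp background correction (offset 50, on median signals, because the files used hold medians where mean signals had been planned), no centring, the authors' values, other spot and probe filters, stricter and looser thresholds, single arrays, other callers and mice left out. Removal of the first 2 principal components and 3 further segmentation settings were added after the data were seen. So were the use of segmentation for regions shared with a parent and the joint removal of 2 mice. The genome annotation at hand was of another build than the probes and no probe sequences were used, so genes are not named, and gene families, single genes and GC content were not analysed here.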

Results

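Array CGH was performed on the tail DNA of a sire, a dam and their 6 F1 mice, each against the same male reference mouse, to find copy number changes that an F1 mouse carried and its parents lacked. All positions refer to mm9. Each mouse was measured once on each of 2 dye-swapped arrays, so the values of single mice have no biological replicates. The mice differed in spread, which takes in noise and deviations shared by both arrays of a mouse. The spread of differences between neighboring probes, averaged over both arrays, was lowest in 20mGyW4 (0.178) and highest in 20mGyW3 (0.358).

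Probes on the sex chromosomes checked the labels and the direction of the ratios. The median log2 ratio of chromosome X probes was 0.92 in the dam and -0.04 in the sire, and that of chromosome Y probes was -2.40 and -0.03. Among the F1 mice, 20mGyW5 and 20mGyW6 had chromosome X levels of 0.96 and 1.01 with chromosome Y levels of -2.43 and -2.77. The other 4 F1 mice lay between -0.05 and 0.03 on chromosome X. Arrays of the same dye orientation correlated with each other at -0.24 or above over autosomal probes.

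Losses on chromosomes 19 and 1 were each seen in 1 F1 mouse and in neither parent. On chromosome 19, between 54299289 and 54349496, the segmentation placed a loss of 21 probes over 50208 bp in 20mGyW1, with a mean log2 ratio of -0.91 against -0.00 ± 0.05 (SD, n = 7) in the other mice. With normexp background correction the mean was -0.46. The arrays of this mouse gave -0.91 and -0.92, and 12 of the probes were positive by the thresholds. On chromosome 1, between 192771735 and 192784192, a loss of 9 probes over 12458 bp was placed in 20mGyW5, with a mean of -0.82 against 0.01 ± 0.04 (SD, n = 7). With normexp it was -0.64. Its arrays gave -0.85 and -0.80, and 7 probes were positive. In each region the carrier was the lowest of the 8 mice, but the regions were chosen for a low mouse, so this rank is no test. Among 950470 autosomal windows of 9 probes in 20mGyW5, 1 had a mean as low, the region itself. Among 950242 windows of 21 probes in 20mGyW1, 2 had a mean as low as the chromosome 19 region. That region was 1 of them, and the chromosome 11 loss described next was the other. The window lengths came from segments placed for their low level in the same mouse, so these counts are no test either.

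**Figure D1:**
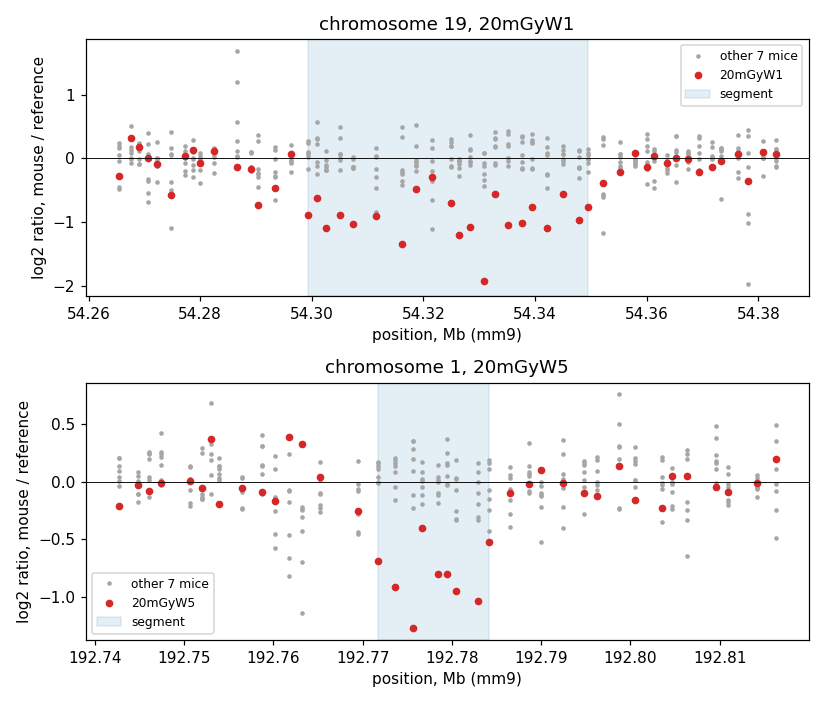
Log2 ratio of mouse over reference (vertical axis) by position in Mb (horizontal axis) around the losses on chromosome 1 and chromosome 19, each point the mean of 2 dye-swapped arrays at 1 probe, with the carrier in red, the other 7 mice in grey and the segment shaded. Within the segments the carriers average -0.82 on chromosome 1 and -0.91 on chromosome 19, and the other mice lie around 0.

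A gain on chromosome 4 and a loss on chromosome 11 were each present in 1 parent and part of the F1 mice. The gain spanned 74 probes and 160054 bp, from 101110482 to 101270535. Its level was 0.57 in the sire, 0.54 in 20mGyW2 and 0.56 in 20mGyW4, and between -0.06 and 0.02 in the remaining mice. The loss spanned 21 probes and 49923 bp, from 78666272 to 78716194. It was at -0.94 in the dam, -0.96 in 20mGyW1, -0.93 in 20mGyW3, -0.86 in 20mGyW4 and -0.82 in 20mGyW6, and between -0.08 and -0.02 in the sire, 20mGyW2 and 20mGyW5. By segmentation these 2 regions were carried in 6 of 12 combinations of region and F1 mouse (exact binomial test against equal chances, two-sided p = 1, treating them as independent).

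**Figure D2:**
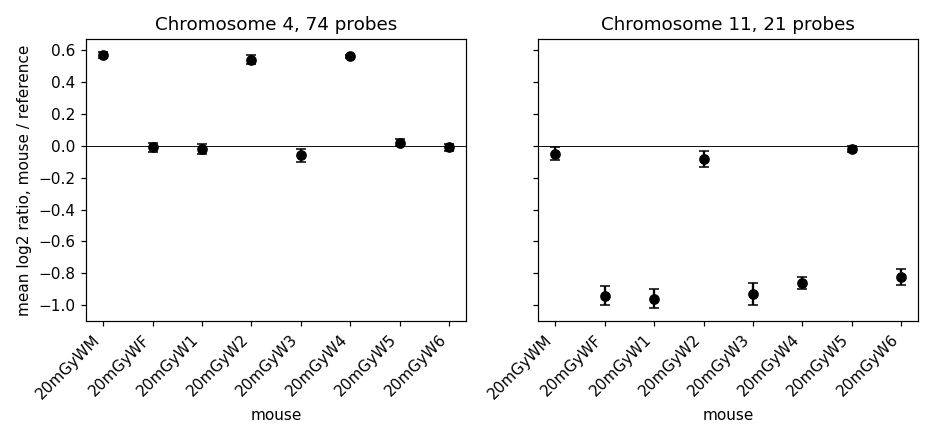
Mean log2 ratio of mouse over reference (vertical axis) in each of the 8 mice (horizontal axis) over the chromosome 4 region of 74 probes and the chromosome 11 region of 21 probes, with bars giving the SE over probes. The sire, 20mGyW2 and 20mGyW4 lie between 0.54 and 0.57 on chromosome 4, and the dam and 4 F1 mice lie between -0.96 and -0.82 on chromosome 11.

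Among the merged regions with the most positive probes, a stretch of 4 probes on chromosome 3 from 25417435 to 25444229 was low in the dam (-1.29 ± 0.29, SE over 4 probes), 20mGyW5 (-1.48 ± 0.30) and 20mGyW6 (-1.54 ± 0.33), and between -0.05 and 0.21 in the other mice. These are the 3 mice with low chromosome Y probes. Of the other 8 regions, 5 lay within the chromosome 4 gain. The other 3 were runs on chromosomes 2, 3 and 11 in which mice without a run had levels down to -0.61.

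The thresholds called many more runs than these. The number of positive probes was 9834 in 20mGyW3, of which 98.1% were losses, 2719 in 20mGyW2, 1434 in 20mGyW1, 477 in 20mGyW5, 111 in 20mGyW6 and 52 in 20mGyW4. The dam had 1800 and the sire 466. Probes past 0.8 in opposite directions in the swapped arrays, a measure of dye bias, numbered 64 in 20mGyW4 to 1451 in 20mGyW1. Over the 8 mice, the logarithm of the number of positive probes rose with the spread of differences between neighboring probes (Pearson r = 0.82, exact permutation p = 0.0144, adjusted 0.0144, and Spearman rho = 0.90, exact permutation p = 0.00456, adjusted 0.00913, with adjustment over these 2 coefficients). Without the 2 mice farthest from the median spread r was 0.86 (exact permutation p = 0.0236, n = 6). A count past fixed thresholds rises with spread by construction, so this relation points to no cause. Independent normal noise with the spread of each array gave 94 runs in 20mGyW3, 26 in 20mGyW2 and 5 in 20mGyW1. The data gave 1348, 214 and 77, so such noise alone did not give these counts. Scan days held too few mice for values within a day. The dam, 20mGyW1, 20mGyW2 and 20mGyW3, scanned on days 1 to 3, had both the highest spread (0.292 to 0.358) and the most positive probes (1434 to 9834). The remaining mice had 52 to 477 positive probes at a spread of 0.178 to 0.277. Of these, only the sire had an array scanned before day 4. The relation thus cannot be told apart from a difference between scan days.

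De novo type L runs numbered 1552 over the 6 F1 mice, 1458 losses and 94 gains. Of these, 1263 were in 20mGyW3 and 289 in the other mice. Losses outnumbered gains in 20mGyW1, 20mGyW2, 20mGyW3 and 20mGyW6. In contrast, 20mGyW5 had 14 gains and 1 loss, and 20mGyW4 had 4 gains and 0 losses. Among changes of 1 copy the thresholds favor losses, since a gain at 0.58 lies under 0.8 and a loss at -1 passes it. Carriers had 14 to 21 of 74 probes positive in the chromosome 4 gain and 15 to 19 of 21 in the chromosome 11 loss. Counts of losses and gains are thus not an even comparison. Shuffled probe orders gave 1546 ± 40.6 de novo runs in all (SD, 100 shuffles). The total of 1552 was thus within the range that chance adjacency gives for the probe values each mouse had. By mouse, 20mGyW4 had 4 runs against at most 1 in the shuffles, and the other 5 F1 mice were within the range of the shuffles. The longest run had 8 positive probes in 20mGyW1 against at most 4 in its shuffles, and 7 in 20mGyW5 against at most 2. In 20mGyW4 it had 3 against 2. In 20mGyW2, 20mGyW3 and 20mGyW6 it was no longer than in the shuffles. All 4 runs of 20mGyW4 lay within the chromosome 4 gain that it shared with the sire, where the sire's probes missed the thresholds; in all, 8 of the 1552 runs lay in such a segment of a parent. In the parents, against all other mice, the dam had 61 private runs and the sire 7. A de novo type L deletion was called in 5 of 6 F1 mice (83.3%, exact 95% interval 35.9% to 99.6%) by the thresholds and in 2 of 6 (33.3%, 4.33% to 77.7%) by segmentation. In 20mGyW6 the call by the thresholds rested on 1 run of 2 probes. The intervals treat the 6 siblings as independent and each call as a true deletion, so they give no rate of de novo deletions. Segmentation found no de novo gain in 6 mice (upper limit 45.9%). Only losses were simulated, so the recovery of gains was not measured. This limit thus does not bound the share of mice with a de novo gain.

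**Figure D3:**
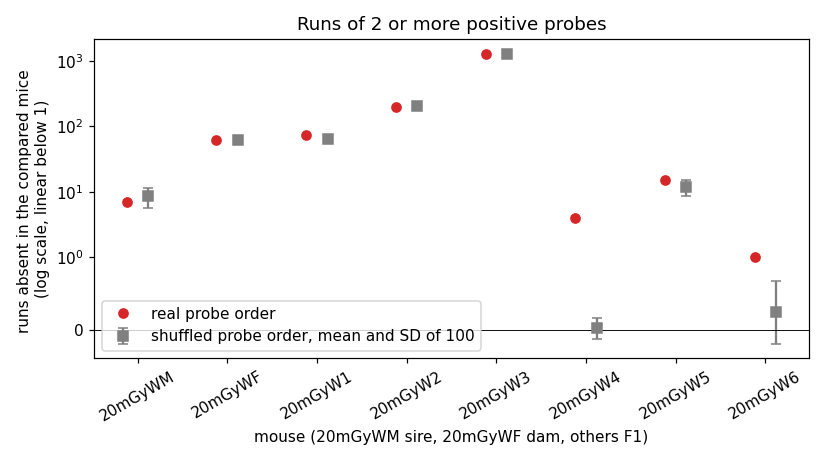
Number of runs of 2 or more positive probes absent in the compared mice (vertical axis, log scale, linear below 1) for each of the 8 mice (horizontal axis), in the real probe order (red) and as the mean and SD of 100 shuffled orders (grey), where F1 mice are compared with both parents and parents with the other 7 mice. In 20mGyW3 the real order gave 1263 runs and the highest shuffle 1415.

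The 10 named de novo runs were all losses, which the thresholds find more readily than gains of 1 copy. The run with the most positive probes, 8, lay in the chromosome 19 region of 20mGyW1 (-1.04 against 0.04 ± 0.09, SD, n = 7), as did another with 3. The next, with 7, lay in the chromosome 1 region of 20mGyW5 (-0.86 against 0.02 ± 0.06, SD, n = 7). The remaining 7 were runs of 3 or 4 probes in 20mGyW3 with levels from -1.19 to -0.80, where the SD of the other 7 mice was between 0.27 and 0.57. Single positive probes absent in both parents, candidates for type S, numbered 18 in 20mGyW4 to 6573 in 20mGyW3.

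The callers differed in the size of loss they found. Among 200 simulated losses of 1 copy per mouse, segmentation found all of those with 16 probes in every mouse, whereas of those with 8 probes it found 100% in 20mGyW4, 20mGyW5 and 20mGyW6, 57% in 20mGyW2 and 2% in 20mGyW3. It found none with 2 probes. The thresholds found 100% of those with 8 or 16 probes in every mouse, 95.5% to 100% of those with 4 and 79% to 97% of those with 2. Segmentation thus mostly missed losses of 8 probes in 20mGyW3, and its 2 of 6 mice do not cover small losses.

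Runs present in exactly 1 parent numbered 129 among 1727 merged regions, and no region was present in all 8 mice. F1 mice carried them in 37 of 774 combinations (4.78%). This share does not measure inheritance, because the regions were picked for passing the thresholds in 1 parent, and the private runs of the dam, 61, were no more than the shuffles gave (62.6 ± 7.58, SD). The share also depended on how carriers were called, and was 677 of 2688 (25.2%) when a mouse counted as a carrier by its median level over the region.

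Single probes were also compared with limma. In fits of 1 mouse against the other 7, the spread of a probe came from those 7 mice, moderated over all probes, and the single mouse was assumed to vary like them. This did not hold, as the SD of the log2 ratio over probes was 0.107 in 20mGyW4, 0.273 in 20mGyW2 and 0.319 in 20mGyW3, so the calls below are not taken as copy number changes. In these fits 11 probes passed an adjusted p of 0.05 over the 8 mice, 8 of them in 20mGyW2, 2 in 20mGyW1 and 1 in 20mGyW5. The smallest adjusted p was that of a probe on chromosome 5 at 148877117 in 20mGyW5, lower by a log2 difference of -2.31 ± 0.15 (SE; limma adjusted p = 0.00276). The 5 named probes of 20mGyW2 and 2 of 20mGyW1 differed by -2.41 to 1.59, and 1 of these was higher, on chromosome 4 at 119163711. The mice with calls changed with the model. With all 16 arrays, mouse as a random block and a dye term, limma called 9 probes, of which 6 were in 20mGyW3, 3 in 20mGyW1 and 0 in 20mGyW2 and 20mGyW5. In 20mGyW5, 0 lower probes were called there (smallest adjusted p 0.304) and with trend and robust eBayes, and 1 with normexp, with probes well above background and without 2 principal components. In the fits of 1 mouse against 7, none of 200 simulated probes lowered by 1 log2 in a single mouse was called, so single-copy changes of single probes were not detectable. Between 6 F1 mice and 2 parents limma called 0 probes, with 30525 at an unadjusted p under 0.05 among 949561 tested, and 29% of the simulated changes were recovered.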

Values the study reported

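For 20mGyW1, a male, the study listed a de novo deletion on chromosome 19. It had 14 positive probes in the first array CGH and an estimated size of 40,175 bp. It also passed the study's further array and quantitative PCR. The study gives its position on another genome build than the probes here, and it was not converted. The segment described above for this mouse is another measure of size.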

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

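Tests of one array, of a parent, of a deviation shared between mice and of noise as the whole source in 20mGyW3, both tests on chromosome 3, and every test by removal of principal components were chosen after the results had been seen. The limits for that removal were written after the components and before the levels without them were seen. Values below stood apart from the rest of the 6 F1 mice in 9 of 32 measures. Chance gives about 1 in 20, but this rate is no yardstick for 24 of the measures, levels of regions picked for their values, which hold 5 of the 9. The other 4 are among 8 measures per mouse, and they overlap. They are counts without a log scale that differ widely between mice, from 52 to 9834 for positive probes. The rate assumes normally distributed values, so it is no yardstick for these counts either.

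20mGyW3 stood apart with 9834 positive probes (next 2719), 9648 positive losses (2494), 1263 de novo runs (196) and 6573 single-probe candidates (2167). Single-copy deletions in this mouse alone are argued against as the source of most runs, since 0 of its 1199 loss runs were left once the first 2 principal components were removed, whereas 44% of simulated losses of 2 probes in the same mouse stayed. The share written down for real deletions before this test was run, over 50%, was too high for this mouse, because the removal shrinks a loss of -1 to -0.63 and -0.65 in its arrays. The highest of 100 shuffled orders gave 1415 runs, so the number of runs needs no order along the genome. The shuffles keep the values of the probes and leave open why so many were low in this mouse. Independent noise of single probes as the whole source is argued against, since at the probes of these loss runs the medians of all 5 other F1 mice lay outside the 95% range of random probe sets. A deviation of certain probes shared between mice is a candidate explanation for part of the runs, since there 20mGyW1 and 20mGyW2 had medians of -0.30 and -0.38, while 20mGyW4, 20mGyW5 and 20mGyW6 had 0.06, 0.21 and 0.09. The dam and the sire were at -0.33 and -0.22, so both parents were low at probes of runs called de novo by the thresholds. All mice low there had an array scanned on days 1 to 3, and the others were scanned on days 4 and 5. A difference between scan days cannot be told apart from this.

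Losses in a single F1 mouse stood apart on chromosome 19 (-0.91 in 20mGyW1, next -0.05; named runs -1.04 and -1.09) and chromosome 1 (-0.82 in 20mGyW5, next -0.01; named run -0.86). A deviation of 1 array is argued against, since the weaker arrays were at -0.91 and -0.80. With the first 2 principal components removed the levels were -0.86 and -0.80, against a deviation shared between mice. The lower parent was at -0.06 and -0.05, so the tail DNA measured showed no such loss in a parent. Both regions were chosen for having no loss segment in either parent, so these levels are no separate test. A de novo deletion may explain both, as a hypothesis from the same data. For chromosome 19 the study has separate evidence, since the deletion it lists there in 20mGyW1 passed its further array and quantitative PCR. The study lists none for chromosome 1 in 20mGyW5. A parent mosaic in the germ line, a change within tail tissue, and any relation to exposure were not tested.

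The low level on chromosome 3 in the dam, 20mGyW5 and 20mGyW6 has 2 open explanations. A single-copy loss passed on by the dam would sit near the -0.96 to -0.82 of the chromosome 11 loss; the highest of the 3 mice was at -1.29, but the SE over 4 probes of 0.29 is too wide to exclude it. Sequence shared with the Y chromosome could lower the same probes in every mouse without one, and the 2 F1 mice are those with low Y probes, which has an exact chance of 0.0667, the smallest this design can give. These cannot be told apart, and the region is not counted as inherited here.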

How the results depend on the processing

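Segmentation with other settings, removal of principal components and the joint removal of 2 mice were chosen after the data were seen. So was the use of segmentation for regions shared with a parent. The median number of positive probes per mouse, 955.5, was 41.5 with normexp, 251 with probes well above background, 211.5 without 2 principal components, 318.5 with stricter and 3558 with looser thresholds, and 6537 with the mean of both arrays. The 1552 de novo runs became 152, 1016, 19, 530, 4653 and 7978 in the same order. They were 266 when the F1 level had to differ from each parent, 4 with 4 or more probes, 2 with segmentation and also 2 at change probabilities of 1e-04 and 1e-08, but 151 with normal emissions, so the low count depends on the heavy-tailed noise model. Leaving out 1 F1 mouse gave 289 (without 20mGyW3) to 1551, and leaving out 20mGyW2 and 20mGyW3 gave 93. F1 mice with a type L deletion, 5, were 3 with 4 or more probes, 2 with the first 3 segmentation settings and 4 to 5 without 1 mouse.

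With normexp (offset 50) levels shrank to -0.46 on chromosome 19, -0.64 on chromosome 1, -0.47 at the median of the 10 named runs, 0.51 (X) and -0.27 (Y) in the dam, and 0.07 (X) in the sire. Without 2 principal components chromosome 19 was at -0.86 and the median named run at -0.25, where the runs of 8 and 7 probes on chromosomes 19 and 1 stayed at -1.02 and -0.83, the run of 3 on chromosome 19 went from -1.09 to -0.81 (-0.84 and -1.34 on single arrays) and the 7 of 20mGyW3 went to -0.39 to -0.16. Single arrays gave 0.89 (X) and -2.28 (Y) in the dam and -0.11 (X) in the sire. Regions in exactly 1 parent, 129, were 448 by median level, 36 with stricter and 531 with looser thresholds and 2 by segmentation. The 11 probes of 1 mouse against 7 were 338 with trend and robust eBayes, 7 with probes well above background and 75 without 2 principal components. F1 against parents gave 0 in every fit on mouse means, but 3 probes on 16 arrays with scan day as a block, where 1 day holds both groups. In the 16-array fits mouse was a random block (correlation -0.22 with scan day), but the arrays of a mouse are not separate animals and add degrees of freedom that 8 mice do not give. Except where stated, the cause was not tested. The sire's X and Y levels, which lie near 0, changed sign, to 0.07 (X and Y) with normexp and 0.15 (Y) on the array with the mouse in Cy3; no other value did. Over all alternatives, 43 values other than levels of single named runs moved. Another 69 stayed within their spread or 1.5 times the count. Among these, the 9 probes of the 16-array limma model were still split differently over the mice. Of the levels of single named runs, 19 moved and 41 stayed. Between 95% and 99.89% of spots per array were well above background. GC content, gene families and single genes were not run. No paired analysis was possible because the F1 mice are siblings with the same sire and dam and form no pairs with them.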

Other observations

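The loss on chromosome 1 in 20mGyW5, at -0.82, was the smaller of the pair seen in single F1 mice. It is absent from the list of de novo changes that the study gives. By the study's account every type L candidate found by its arrays passed quantitative PCR. The printed list of the irradiated group holds fewer type L deletions than the study counts as having passed. Absence from the list thus leaves open whether this loss was taken to PCR. Its result on the further array is not given.

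The 36 spots on unplaced sequence showed no large shift. Median log2 ratios were between -0.06 and 0.16 over 16 spots assigned to chromosome 1 and between -0.05 and 0.03 over 20 assigned to chromosome 3.

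The dye-swapped arrays of a mouse correlated with each other from -0.49 in 20mGyW6 to 0.42 in 20mGyW3 over autosomal probes. The first 2 principal components of the 16 arrays held 53% of the variance. The dam and the F1 mice scanned on days 1 to 3 correlated with each other at 0.38 to 0.63, and with the mice scanned later at -0.47 to -0.12.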
